# Hyperosmotic response of *streptococcus mutans*: from microscopic physiology to transcriptomic profile

**DOI:** 10.1186/1471-2180-13-275

**Published:** 2013-12-01

**Authors:** Chengcheng Liu, Yulong Niu, Xuedong Zhou, Keke Zhang, Lei Cheng, Mingyun Li, Yuqing Li, Renke Wang, Yi Yang, Xin Xu

**Keywords:** *Streptococcus mutans*, Hyperosmotic condition, Transcriptional profile, Biofilm dispersal, Environmental fitness, Dental plaque

## Abstract

**Background:**

Oral streptococci metabolize carbohydrate to produce organic acids, which not only decrease the environmental pH, but also increase osmolality of dental plaque fluid due to tooth demineralization and consequent calcium and phosphate accumulation. Despite these unfavorable environmental changes, the bacteria continue to thrive. The aim of this study was to obtain a global view on strategies taken by *Streptococcus mutans* to deal with physiologically relevant elevated osmolality, and perseveres within a cariogenic dental plaque.

**Results:**

We investigated phenotypic change of *S. mutans* biofilm upon hyperosmotic challenge. We found that the hyperosmotic condition was able to initiate *S. mutans* biofilm dispersal by reducing both microbial content and extracellular polysaccharides matrix. We then used whole-genome microarray with quantitative RT-PCR validation to systemically investigate the underlying molecular machineries of this bacterium in response to the hyperosmotic stimuli. Among those identified 40 deferentially regulated genes, down-regulation of *gtfB* and *comC* were believed to be responsible for the observed biofilm dispersal. Further analysis of microarray data showed significant up-regulation of genes and pathways involved in carbohydrate metabolism. Specific genes involved in heat shock response and acid tolerance were also upregulated, indicating potential cross-talk between hyperosmotic and other environmental stress.

**Conclusions:**

Hyperosmotic condition induces significant stress response on *S. mutans* at both phenotypic and transcriptomic levels. In the meantime, it may take full advantage of these environmental stimuli to better fit the fluctuating environments within oral cavity, and thus emerges as numeric-predominant bacterium under cariogenic conditions.

## Background

Dental plaque is a densely-packed microbial biofilm and the residents living inside lead a “famine and feast” life style due to the fluctuation of nutrients within the oral cavity [1]. In addition to many commonly studied environmental stimuli such as acidic and hyperthermic conditions to which dental plaque residents are frequently exposed, osmotic stress is also believed to have a great impact on dental plaque ecology and the development of dental caries [2]. Acidogenic bacteria within dental plaque are able to metabolize carbohydrate to produce organic acids, which not only decrease the environmental pH, but also increase ionic strength of the plaque fluid due to tooth demineralization and consequent calcium and phosphate accumulation [3]. It has been reported that the ionic strength of plaque fluid is doubled after sugar challenges, increasing from roughly 150 mM to approximately 300 mM [3,4]. Thus, persistent residents within dental plaque have likely evolved sophisticated molecular machineries to counter the detrimental effect of elevated osmolality on their growth.

*S. mutans* is normal resident in the dental plaque and has been considered as the primary causative agent of dental caries for decades. *S. mutans* is able to take advantage of low pH to emerge as numerically predominant resident in cariogenic plaque [1,2]. In addition, *S. mutans* has developed intricate machineries to counter those detrimental environmental challenges such as hyperosmotic stress, in order to persevere within the dental plaque [1,5]. Many microorganisms respond to hyperosmotic challenges by increasing the intracellular levels of K^+^ and accumulating compatible solutes [6,7]. The complete genome sequence of *S. mutans* has revealed several genes sharing homology with K^+^ transporters and the *Opu* family of ABC transporters of *Escherichia Coli*[8,9]. These findings suggest that *S. mutans* may rally a series of intricately regulated genes and pathways to internalize K^+^ and compatible solutes, and thus perseveres under hyperosmotic conditions. A previous study from Burne’s group has identified a few candidates involved in the hyperosmotic stress response of *S. mutans*, and a possible cross-talk between osmotic and oxidative stress responses in *S. mutans* has also been suggested [10]. However, the traditional “hypothesis-driven approach” to investigating selected genes sharing homology with stress response related genes of model bacteria may not suffice to give a global knowledge about the strategies used by this caries pathogen to cope with hyperosmotic challenges.

Although a number of studies have described transcriptional responses of *S. mutans* under various conditions [11-15], the molecular response of this bacterium under physiologically relevant hyperosmotic condition has not been profiled at transcriptomic level. In this study, we used microarray to profile the transcriptome of *S. mutans* under hyperosmotic conditions. Several genes and pathways were identified and further correlated with phenotypic changes of the organism observed under hyperosmotic challenges. The aim of this work is to provide a comprehensive insight into the sophisticated machineries adopted by *S. mutans* to better fit the physiologically relevant elevated osmolality, and thus perseveres within the oral cavity.

## Results and discussion

### Hyperosmotic conditions initiate biofilm dispersal

By constructing the growth curve of *S. mutans* under increasing concentrations of NaCl, we found that 0.4 M of NaCl provided the sub-inhibitory level of osmolality that slightly retarded the growth rate of *S. mutans* (Figure 1A). We thus chose this concentration of NaCl for the rest of study. We investigated the short-term and long-term effects of 0.4 M of NaCl on the biofilm configuration of *S. mutans*. Hyperosmotic conditions significantly inhibited the biomass of *S. mutans* biofilm, and this inhibitory effect was time and concentration-dependent (Figure 1B and C). In addition, we performed live/dead fluorescence stain of biofilm and enumerated the biofilm colony forming unit (CFU), and we found that either the percentage or absolute number of viable cells after exposure to 0.4 M NaCl was comparable to that of non-treated control (Figure 1D and E). These data indicate that the observed biomass reduction after hyperosmotic exposure was less likely caused by growth inhibition, but more likely attributed to the dispersal of biofilm under adversary conditions. The osmolality-provoked biofilm dispersal was further confirmed with fluorescence double-labeling and scanning electronic microscopy (Figure 2). Exposure to sub-inhibitory level of hyperosmotic stimuli not only inhibited cellular components within the biofilm, but also reduced the extracellular polysaccharides (EPS) matrix synthesized.

**Figure 1:**
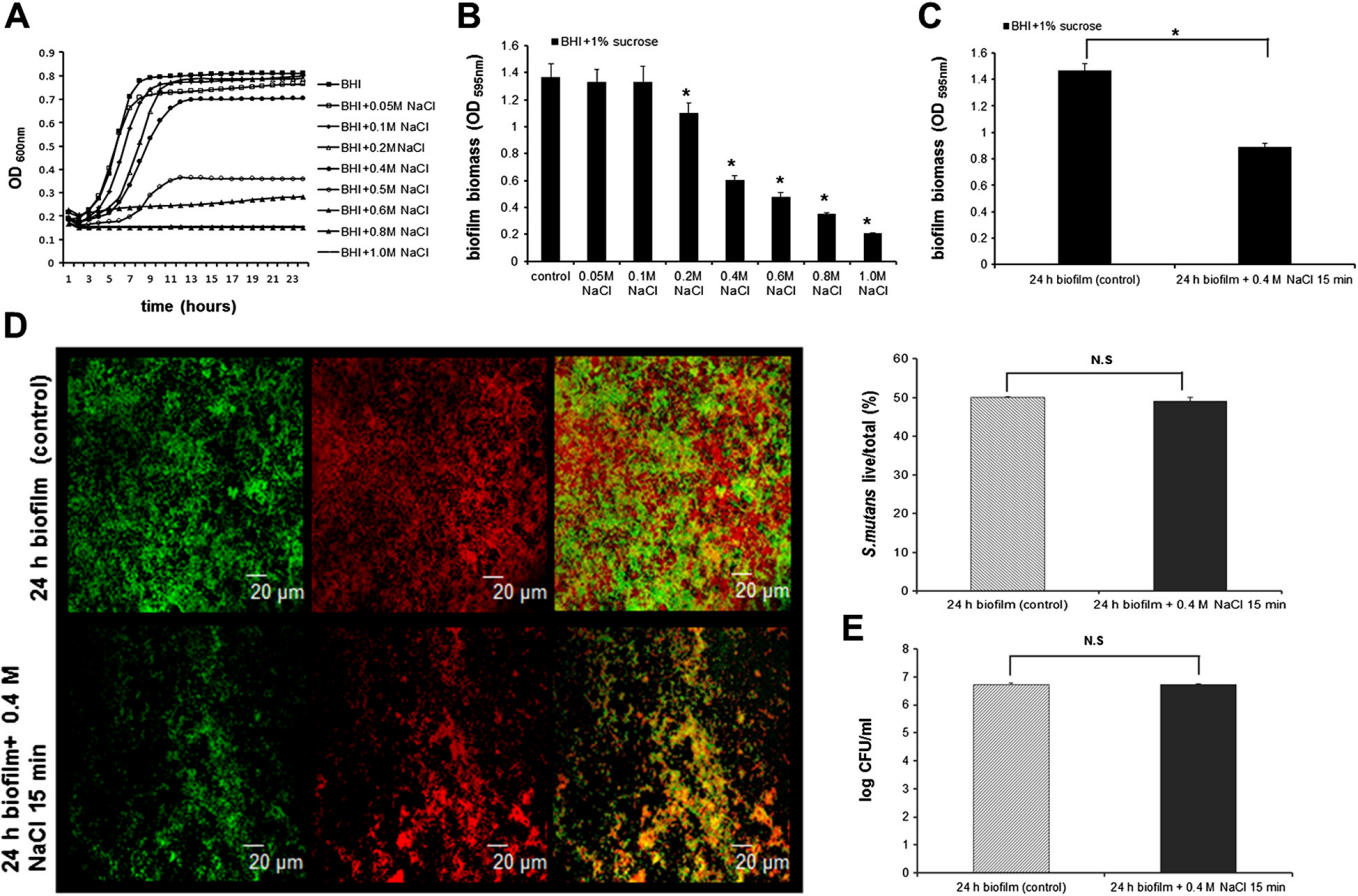
**Effect of osmotic stress on *S. mutans *planktonic and biofilm cells. (A)** 0.4 M was the sub-inhibitory sodium chloride concentration (the highest concentration without significantly inhibiting the growth of bacteria) for *S. mutans* growth. **(B)** Biofilm formation was compromised under hyperosmotic conditions. **(C)** Short-term sub-inhibitory hyperosmotic stress disintegrated the pre-established biofilm. **(D)** Representative confocal laser scanning microscopy images (left panel) of live (green)/dead (red) stain of *S. mutans* biofilm after exposure to 0.4 M NaCl for 15 min. The upper right panel shows the percentage of viable cells versus total biofilm cells. **(E)** Colony forming unit of *S. mutans* biofilm after exposure to 0.4 M NaCl for 15 min (CFU/ml). Results were averaged from 3 independent experiments and are presented as mean ± standard deviation. *, *P* ≤ 0.05; N.S, not significant (*P* > 0.05).

**Figure 2:**
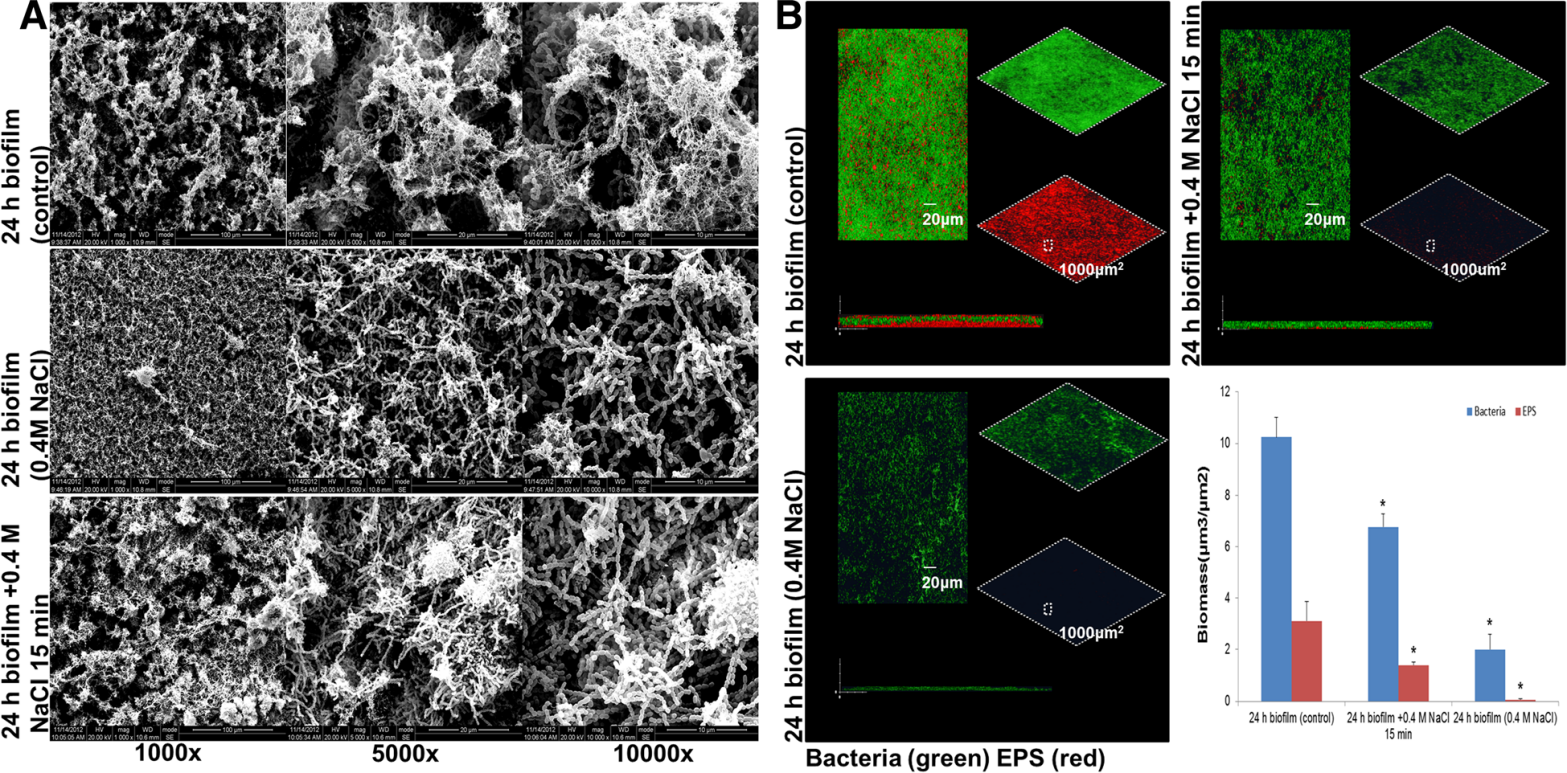
**Phenotypic characteristics of *S. mutans *after short-term and long-term hyperosmotic stimuli. (A)** Representative Scanning Electronic Microscopy images of *S. mutans* biofilm on glass surfaces. Images shown were taken at 1000 ×, 5000 × and 10000 × magnification. **(B)** Representative 3D rendering images of *S. mutans* biofilms without NaCl for 24 h (upper left), versus with 0.4 M NaCl for either 15 min (upper right) or 24 h (lower left). Bacterial cells and EPS are *in situ* labelled. Green, the bacteria (SYTO 9); red, the EPS (Alexa Fluor 647). At the right of each panel, the two channels are displayed separately, while the merged image is displayed at the left. Lateral (side) views of each biofilm are displayed at the bottom. Quantitative determination of *S. mutans* biofilms (lower right) confocal image stacks analyzed by the image-processing software COMSTAT. Results were averaged from 3 independent experiments and are presented as mean ± standard deviation. *, *P* ≤ 0.05.

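The profiled material was total RNA of S. mutans UA159 from 3 control samples and from 3 samples exposed to 0.4 M NaCl for 15 min, with 1 array per sample. By the methods, the exposed cells were in the mid-logarithmic phase, and no biofilm is named as the source of the RNA. Each array measured 1949 genes with 36 probe pairs per gene, replicate spots included. The authors normalized the scanned signals with the RMA algorithm in NimbleScan version 2.6, and the deposited value of a gene is a log2 signal. These values were used as deposited. The median gene lay between 12.42 and 12.47 on every array, and the random GC control probes between 4.19 and 4.25. Differences between the group means were tested for every gene with limma, with Benjamini-Hochberg adjustment over all genes. The rank product test named in the methods was run over the 9 pairwise comparisons with 100000 permutations, and a gene was called at a change of at least 2-fold and an expected share of false positives (pfp) under 0.1. Of 27 lists of functionally related genes, 26 had at least 5 genes and were tested for shifts with camera. Its correlation between genes was preset at 0.01 or, as an alternative, estimated. With the estimate, camera called no list. The lowest adjusted p from camera was then 0.667, shared by every list called at the preset value and by others, so it does not rank the lists. The lists were fixed before the data were examined, but after the figures and Table 1 of the paper had been seen.

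Control replicates 2 and 3 were the most alike (Pearson's r = 0.991 across genes, which are not independent replicates). Control replicate 1 and stress replicate 2 came next, with r = 0.988. Control replicate 1 reached 0.965 with control replicate 2 and 0.964 with control replicate 3, and stress replicate 2 reached 0.954 with stress replicate 1 and 0.937 with stress replicate 3. The arrays came from 3 slides. Slide 1 held control replicate 3 and stress replicate 3, slide 2 held the other controls, and slide 3 held the other stress arrays, so that both groups met on slide 1 alone. With 3 arrays in each group, the number of arrays limits the precision, and an exact permutation test cannot give a p under 0.1.

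**Figure D1:**
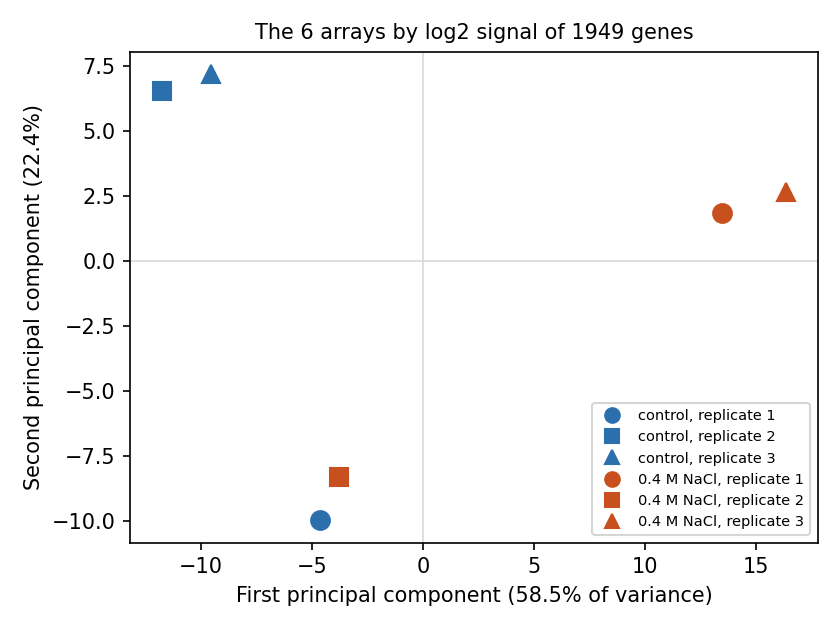
The 6 arrays on the first and second principal components of the log2 signals (58.5% and 22.4% of the variance), by group (colour) and replicate (symbol). Control replicate 1 and stress replicate 2 lie close together, at -4.65 and -3.78 on the first component.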

To better understand the underlying molecular machineries, we performed whole-genome microarray analysis to profile the transcriptomic changes of *S. mutans* upon short term exposure (15 min) to 0.4 M of NaCl. 

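After 15 min in 0.4 M NaCl, 12 genes rose and 26 fell at least 2-fold at a pfp under 0.1 in the rank product test. The gene that rose the most was SMU_117c, a hypothetical protein, at a log2 signal of 10.54 ± 0.19 (SD, n = 3) in the controls and 12.17 ± 1.14 (SD, n = 3) under stress, which is 3.09-fold. Its log2 fold change was 1.63, and 2.27 without stress replicate 2. SMU_378, another hypothetical protein, rose 2.92-fold (pfp 0.013), and raiA (SMU_500), which encodes a ribosome-associated protein, rose 2.71-fold (pfp 0.010). Among the genes that fell were SMU_1438c, a putative zinc-dependent protease, with a log2 fold change of -1.67 (standard error 0.50, -2.30 without stress replicate 2), and SMU_1286c, a putative multidrug efflux permease, with -1.64 (standard error 0.42). Several genes of thiol redox balance were among them, with log2 fold changes of -1.52 for the glutaredoxin gene SMU_669c, -1.36 for the thioredoxin reductase gene trxB (SMU_463), -1.19 for the thiol peroxidase gene tpx (SMU_924) and -1.15 for the regulator gene spx (SMU_2084c). On stress replicate 2 the changes were small: 5 of the 38 called genes lay at least 2-fold from the control mean there, against 36 between control replicate 3 and stress replicate 3, the pair on slide 1. Of the 38, 37 kept their direction on stress replicate 2, but this array took part in their selection, which favours a shared direction.

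limma called no gene at an adjusted p under 0.05 (smallest adjusted p 0.235), while 350 genes had an unadjusted p under 0.05. At an unadjusted p under 0.05, the methods' t-test gave 9.85% of the genes against 18.0% with limma, and none after Benjamini-Hochberg adjustment. Over all genes, 398 (20.4%) had no overlap between the stress and the control values, and they held 25 of the 38 called genes, which were selected for a large difference. A random grouping gives 10% on average, but genes on the same arrays can move together, so a single grouping can lie far from it. The share was not computed for other groupings of the arrays. The rank product calls depended on single arrays: their number was 0 without control replicate 2 and 0 without control replicate 3, 10 without stress replicate 1, all among the 38, 21 without stress replicate 3 (16 shared) and 34 without control replicate 1 (22 shared), but 78 without stress replicate 2 (36 shared), when limma called 309 genes.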

We identified 40 genes with ≥ 2 fold changes, among which 14 genes were up-regulated and 26 genes were down-regulated (Table 1 and Additional file 1). Specific genes were further quantified by quantitative RT-PCR, and the results showed acceptable consistency with the microarray data (Figure 3). 

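The gene gtfB (SMU_1004) encodes the glucosyltransferase that makes mainly water-insoluble glucan. Its log2 signal was 12.45 ± 1.39 (SD, n = 3) in the controls and 11.55 ± 0.42 (SD, n = 3) after 15 min in 0.4 M NaCl. The log2 fold change was -0.90 (standard error 0.61, adjusted p = 0.443 from limma) and the pfp of the rank product test 0.118, so the gene passed neither test. Control replicates 2 and 3, at 13.41 and 13.09, lay above every stress array, while control replicate 1, at 10.86, was the lowest of the 6 arrays. Its neighbour gtfC (SMU_1005), the gene of a closely related glucosyltransferase, had a log2 fold change of -0.13 (standard error 0.22, adjusted p = 0.758 from limma). Of the other neighbours in locus tag order, topA (SMU_1002) stood at -0.75, trmFO (SMU_1003) at -0.30 and SMU_1006 at -0.27, and none was called. Of 15 genes of glucan synthesis, adhesion and biofilm, 9 were lower and 6 higher under stress. None was called by either test over all genes, or by limma when adjusted over the list alone. Their mean log2 fold change was -0.09 (adjusted p = 0.514 from camera).

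Without control replicate 1, the log2 fold change of gtfB was -1.70 and the pfp 0.042, which is a call, as was the pfp of 0.078 without stress replicate 3. In the other direction, the log2 fold change was -0.42 (pfp 0.879) without control replicate 2 and -0.58 (pfp 0.722) without control replicate 3. On slide 1, the difference for this gene was -1.07.

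**Figure D2:**
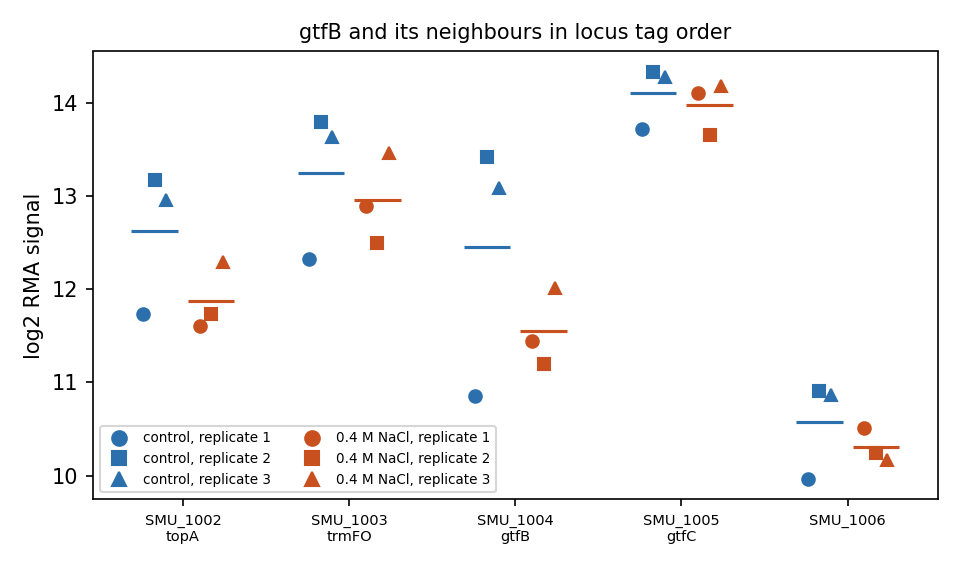
Log2 RMA signal of gtfB and of the neighbouring genes on each array, by group (colour) and replicate (symbol), with a line at each group's mean. Control replicate 1 lies below control replicates 2 and 3 for each gene drawn, by the most for gtfB.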

In agreement with the observed biofilm dispersal phenotype, a significant down-regulation of glycosyltransferase B encoding gene (*gtfB*) was identified (Table 1 and Figure 3). Glycosyltransferase B is the major enzyme responsible for the EPS synthesis, mediating the cellular adherence and biofilm formation of *S. mutans*[16]. By down-regulating *gtfB* expression under hyperosmotic conditions, bacterial cells are more ready to “break their biofilm bonds”, leading to a less condensed microbial community with reduced biomass. In addition, we also found that a competence-stimulating peptide (CSP) encoding gene, *comC* was down-regulated upon 15 min exposure to 0.4 M of NaCl (Table 1). 

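On the arrays, comC (SMU_1915) fell by 1.67 on the log2 scale (standard error 0.66, pfp 0.016 in the rank product test), from 10.60 ± 0.83 (SD, n = 3) in the controls to 8.93 ± 1.34 (SD, n = 3) under stress. It was the largest decrease of any gene on the array. Stress replicates 1 and 3 stood at 8.88 and 7.61, below every control, and stress replicate 2 at 10.30 lay above control replicate 1 at 9.65. The next genes in locus tag order had log2 fold changes of -0.93 for SMU_1916 (standard error 0.30, pfp 0.257) and -0.98 for SMU_1917 (standard error 0.40, pfp 0.248), which missed the rank product threshold. Both were called without stress replicate 2 (pfp 0.064 and 0.035), and SMU_1917 stood at -0.58 without stress replicate 3. Before comC in that order, SMU_1914c stood at 0.04 and SMU_1913c at 0.18. Of 12 genes of competence signalling and mutacins, 6 were higher and 6 lower, comC was the only one called by the rank product test, none was called by limma over all genes or adjusted over the list alone, and the list did not shift (mean log2 fold change -0.19, adjusted p = 0.771 from camera).

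For comC, limma gave an adjusted p of 0.244. The rank product call was lost without control replicate 2 (pfp 0.255), without control replicate 3 (pfp 0.361) and without stress replicate 3 (pfp 0.143), and the difference within slide 1 was -3.46. The log2 fold change was -2.36 without stress replicate 2 and -1.02 without stress replicate 3.

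**Figure D3:**
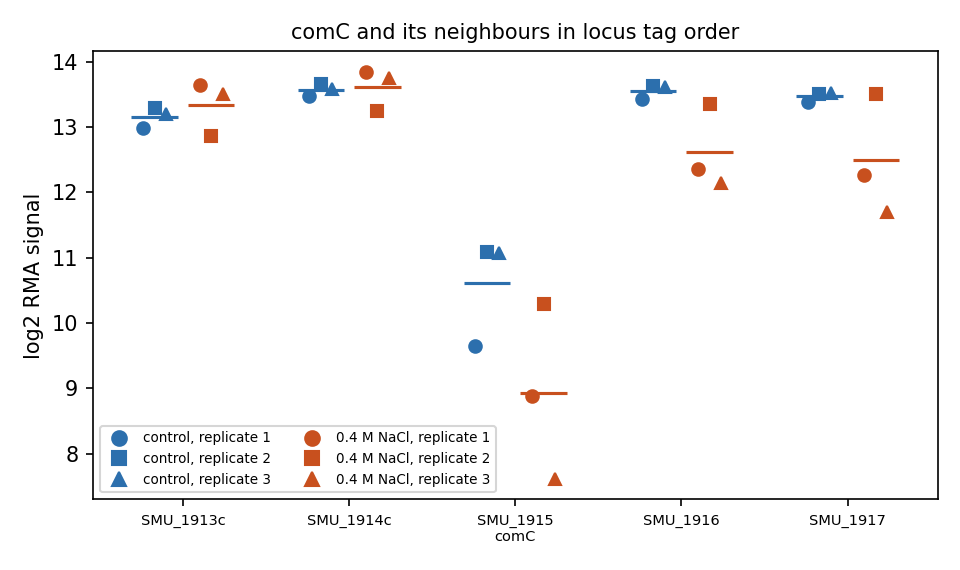
Log2 RMA signal of comC and of the neighbouring genes on each array, by group (colour) and replicate (symbol), with a line at each group's mean. For comC, SMU_1916 and SMU_1917, stress replicate 2 lies nearer to the controls than stress replicates 1 and 3 do.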

The CSP is a member of bacterial quorum sensing system. It has been reported to be involved in competence development, acid tolerance and biofilm formation of *S. mutans*[17]. Importantly, recent findings from Lévesque’s group have demonstrated that high level of CSP may act as an “alarmone”, triggering “guard cells” autolysis and release of eDNA necessary for the genetic diversity and survival of whole community [18,19]. The down-regulation of *comC* may promote the conversion of *S. mutans* cells from a static community-based lifestyle to a more motile planktonic lifestyle. Therefore, the significant down-regulation of *gtfB* and *comC* further supports our phenotypic observation that hyperosmotic challenges initiated biofilm dispersal.

**Table 1:** Selected genes up- or down-regulated 2-fold or more under hyperosmotic stress

**GENE**	**GENE_INFO**	**Functional annotation**	**FC: (class1/class2)**	**pfp (Q.value)**
SMU_117c	GeneID:1029696	Hypothetical protein	3.0733	0.0066
SMU_500	GeneID:1029501	Putative ribosome-associated protein	2.7709	0.0123
SMU_115	GeneID:102969	Putative PTS system	2.6848	0.0153
SMU_1603	GeneID:1028837	Putative lactoylglutathione lyase	2.5786	0.018
SMU_378	GeneID:1027825	Hypothetical protein	2.6647	0.0184
SMU_1402c	GeneID:1028098	Hypothetical protein	2.5215	0.033
SMU_116	GeneID:1029694	Tagatose 1	2.3508	0.0641
SMU_376	GeneID:1028099	N-acetylornithine aminotransferase	2.2209	0.0564
SMU_1425	GeneID:1028678	Putative Clp proteinase	2.0849	0.083
SMU_930c	GeneID:1028282	Putative transcriptional regulator	2.2036	0.101
SMU_1403c	GeneID:1029503	Hypothetical protein	2.1238	0.1002
SMU_1568	GeneID:1028671	Putative maltose/maltodextrin ABC transporter	2.0175	0.0932
SMU_292	GeneID:1027867	Putative transcriptional regulator	2.0309	0.0987
SMU_1704	GeneID:1028933	Hypothetical protein	2.0003	0.0999
SMU_1286c	GeneID:1029427	Putative permease; multidrug efflux protein	0.321	0.025
SMU_669c	GeneID:1028087	Putative glutaredoxin	0.3331	0.0156
SMU_1915	GeneID:1029111	Competence stimulating peptide	0.3134	0.0169
SMU_1438c	GeneID:1028690	Putative Zn-dependent protease	0.3174	0.0186
SMU_1127	GeneID:1029483	30S ribosomal protein S20	0.3818	0.0201
SMU_2083c	GeneID:1028336	Hypothetical protein	0.3697	0.0266
SMU_40	GeneID:1029627	Hypothetical protein	0.3463	0.0263
SMU_1782	GeneID:1028999	Hypothetical protein	0.3727	0.023
SMU_1072c	GeneID:1028400	Putative acetyltransferase	0.3326	0.0236
SMU_41	GeneID:1029625	Hypothetical protein	0.376	0.0314
SMU_463	GeneID:1029596	Putative thioredoxin reductase (NADPH)	0.3877	0.0289
SMU_954	GeneID:1028304	Pyridoxamine kinase	0.3601	0.0364
SMU_2105	GeneID:1029281	Hypothetical protein	0.4186	0.0397
SMU_1848	GeneID:1029060	Hypothetical protein	0.3912	0.0372
SMU_924	GeneID:1028271	Thiol peroxidase	0.4212	0.0492
SMU_2084c	GeneID:1029257	Transcriptional regulator Spx	0.4436	0.0505
SMU_953c	GeneID:1028336	Putative transcriptional regulator/aminotransferase	0.4009	0.0599
SMU_955	GeneID:1029492	Hypothetical protein	0.3937	0.0584
SMU_2109	GeneID:1029274	Putative MDR permease; multidrug efflux pump	0.4045	0.056
SMU_396	GeneID:1029567	Putative glycerol uptake facilitator protein	0.5103	0.068
SMU_417	GeneID:1027942	Hypothetical protein	0.4399	0.0771
SMU_29	GeneID:1027942	Phosphoribosylaminoimidazole-succinocarboxamidesynthase	0.452	0.0806
SMU_1131c	GeneID:1028440	Hypothetical protein	0.4692	0.0805
SMU_1284c	GeneID:1029335	Hypothetical protein	0.4432	0.0849
SMU_758c	GeneID:1028150	Hypothetical protein	0.4976	0.0838
SMU_1004	GeneID:1028336	Glucosyltransferase-I	0.5331	0.0962

**Figure 3:**
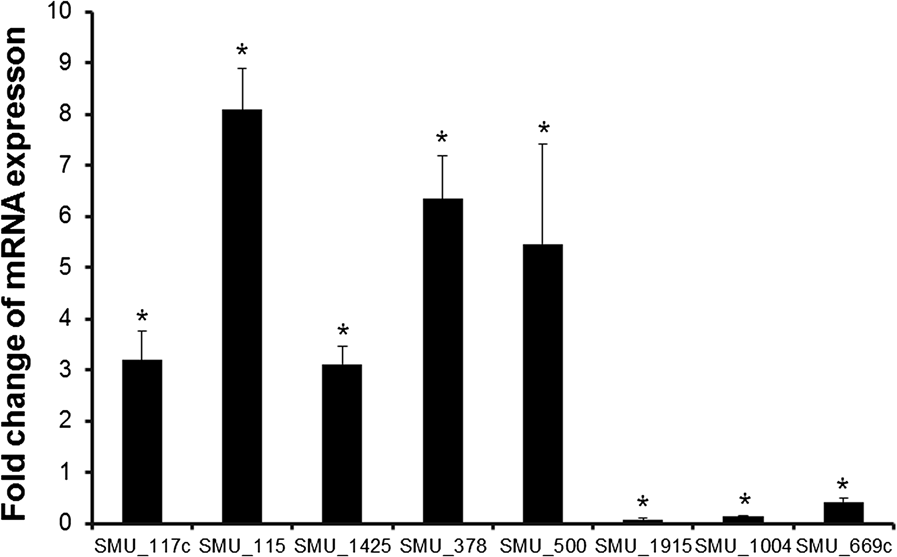
**Relative quantification of eight selected genes expression during short-term hyperosmotic stress by quantitative RT-PCR.** Fold change of each gene expression was relative to control (without NaCl). Results were averaged from 3 independent experiments and are presented as mean ± standard deviation. *, *P* ≤ 0.05.

It’s noteworthy that a recent transcriptomic profiling of *S. mutans* in the presence of oxygen also showed significant down-regulation of *gtfB* and genes involved in *ComCDE* quorum sensing system [13]. This suggests that a motile lifestyle may be a common strategy employed by *S. mutans* to adapt adversary conditions.

### *S. mutans* increases carbohydrates consumption in response to hyperosmotic challenge

Most bacteria do not possess active water transport mechanisms to maintain cell turgor, which is essential for survival [20]. Instead, bacteria usually pool “compatible solutes” to deal with hyperosmotic conditions. Although some compatible solutes, such as glycine betaine and carnitine, can be synthesized and accumulated intracellularly during osmotic stress, bacteria also adopt efficient transport systems to internalize necessary compounds to counter hyperosmotic stress [6]. Burne’s previous study has suggested that *S. mutans* may take up compatible solutes from the environment by up-regulating the ABC transporter homologous genes (*opcA* and *opuAA*) upon short-term exposure to hyperosmotic challenge [10]. 

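The 6 genes listed for the transport of compatible solutes or related compounds (betaine, choline or carnitine) had lower means after 15 min in 0.4 M NaCl than in the controls, and the list fell as a group by a mean of 0.41 on the log2 scale (adjusted p = 0.049 from camera, 0.667 with an estimated correlation). SMU_1063 stood at -0.68, SMU_1062 at -0.50, SMU_2116 at -0.37 and SMU_2118 at -0.37, and none of them passed limma, over all genes or adjusted over the list alone, or the rank product test. The median member differed from the control mean by -0.56, 0.17 and -0.67 on stress replicates 1, 2 and 3. Each control array was set against the mean of the other controls, which gave 0.43, -0.03 and -0.40 on control replicates 1, 2 and 3. Of 33 genes of the phosphotransferase system, 25 were higher and 8 lower, and the list rose by a mean of 0.28 (adjusted p = 0.0025 from camera, 0.667 with an estimated correlation). Its member SMU_115, a putative phosphotransferase system component, rose 2.83-fold (pfp 0.0087), the only call among the 33 by the rank product test, and SMU_114 next to it stood at 1.03 (pfp 0.119). The list of 8 genes around the multiple sugar metabolism operon rose by a mean of 0.40 (adjusted p = 0.011 from camera, 0.667 with an estimated correlation), with its binding protein gene msmE (SMU_878) at 0.62. On stress replicates 1, 2 and 3, the median member differed from the control mean by 0.44, 0.01 and 0.29 for the phosphotransferase system and by 0.59, 0.03 and 0.74 for the multiple sugar list. SMU_1568, a putative maltose and maltodextrin transporter gene, rose 2.13-fold (pfp 0.077). Its log2 fold change was 1.09, and 1.85 without stress replicate 2, which at 10.83 lay below every control. limma called no member of these 3 lists over all genes or adjusted over the list alone.

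The compatible solute shift lost its camera call without control replicate 1 (mean -0.24, adjusted p = 0.374), without stress replicate 1 (mean -0.27, adjusted p = 0.179), without stress replicate 3 (0.181), after median centring (0.054) or quantile normalization of the arrays again (0.051), and without the dimmest 25% of genes (0.065). Within slide 1, its mean was -0.39. Its mean was -0.68 without stress replicate 2 (adjusted p = 0.0037). The phosphotransferase system had a mean of 0.17 without stress replicate 1 (adjusted p = 0.034 from camera) and lost its call without control replicate 1 (0.087). The multiple sugar list lost its call without control replicate 1 (0.056) or stress replicate 1 (0.058). Within slide 1, which held 1 array of each group, the mean was 0.16 for the phosphotransferase system and 0.54 for the multiple sugar list. Like every rank product call, those of SMU_115 and SMU_1568 were lost without control replicate 2 or control replicate 3. The call of SMU_115 was also lost without stress replicate 1 (pfp 0.108), and that of SMU_1568 without control replicate 1 (pfp 0.390), stress replicate 1 (pfp 0.384) or stress replicate 3 (pfp 0.443).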

Although no significant up-regulation of compatible solutes internalization related genes was detected by our high throughput transcriptomic profiling at a differentiation power of ≥ 2 fold changes, genes involved in the phosphotransferase system (PTS) and carbohydrate metabolism were significantly up-regulated upon short-term hyperosmotic challenge (Table 1). We further categorized the majority of those differentially expressed genes into 12 KEGG pathways. We found that pathways involved in carbohydrates consumption, including PTS, galactose metabolism, fructose/mannose metabolism, and pyruvate metabolism were significantly up-regulated (Figure 4). 

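Genes of galactose metabolism and of fructose and mannose metabolism were higher as groups by camera with its preset correlation between genes, and genes of pyruvate metabolism did not pass the same test. When the correlations were estimated, at 0.275 for galactose and 0.207 for fructose and mannose genes, none of these lists passed. Whether the size of the estimates was the reason was not tested. Of 17 galactose genes, 14 were higher under stress and 3 lower, and the mean log2 fold change was 0.38 (adjusted p = 0.0018 from camera, 0.667 with an estimated correlation). The aldolase gene lacD (SMU_116) rose 2.38-fold (pfp 0.062), and lacA (SMU_1496) stood at a log2 fold change of 0.71 (standard error 0.23). Of 29 fructose and mannose genes, 21 were higher and 8 lower, with a mean of 0.29 (adjusted p = 0.0022 from camera, 0.667 with an estimated correlation). Among them were the kinase gene pfkB (SMU_113) at 1.05 (standard error 0.26) and SMU_1185 at 1.02 (standard error 0.28). limma called no member of these lists over all genes, and 7 galactose genes and 4 fructose and mannose genes, all higher, when adjusted over the list alone. The smallest of these adjusted p-values from limma were 0.0452 and 0.0434, without a correction for the number of lists. The lists were fixed after the paper's results from these same arrays had been seen, so the calls within a list are no independent support. Of 22 pyruvate genes, 19 were higher and 3 lower, with a mean of 0.17 (adjusted p = 0.073 from camera) and no limma call over all genes or adjusted over the list alone. Their median of 0.125 lay at percentile 98.1 of random lists matched on signal. Among them, lpdA (SMU_1424) stood at 0.40 and adhE (SMU_148) at -0.43.

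Running-sum enrichment scores, from a ranking by signal-to-noise ratio, were 0.69 for galactose metabolism (FDR 0.0022), 0.56 for fructose and mannose metabolism (FDR 0.0071), 0.51 for the phosphotransferase system (FDR 0.0079) and 0.41 for pyruvate metabolism (p = 0.186, FDR 0.186, against 10000 random gene sets in a permutation test). All but the last passed both thresholds of the Fig. 4 legend. The replicate spread did not enter this ranking, because the spread of all 1949 genes lay under the floor that the score sets, and the phosphotransferase list shares 19 genes with the fructose and mannose list. Without stress replicate 1, the permutation p was 0.083 for fructose and mannose metabolism and 0.111 for the phosphotransferase system. Pyruvate metabolism passed both thresholds without stress replicate 2 (permutation p = 0.040), with camera adjusted p-values of 0.033 without that array, 0.044 without control replicate 3, 0.049 after quantile normalization again and 0.036 with array weights. The fructose and mannose shift lost its camera call without control replicate 1 (0.056) and had a mean of 0.20 without stress replicate 1 (adjusted p = 0.0093). The rank product call of lacD was lost without stress replicate 1 (pfp 0.172) or stress replicate 3 (pfp 0.134) and, like every such call, without control replicate 2 or 3. Within slide 1, which held 1 array of each group, the means were 0.46 for galactose, 0.25 for fructose and mannose and 0.19 for pyruvate genes. On stress replicate 2, the median member of these lists differed from the control mean by 0.22, 0.10 and -0.05. From the up-regulation of these pathways, the paper proposes that S. mutans takes up compatible solutes to recover from the stress and raises the transport and metabolism of carbohydrates to meet the demand for ATP.

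**Figure D4:**
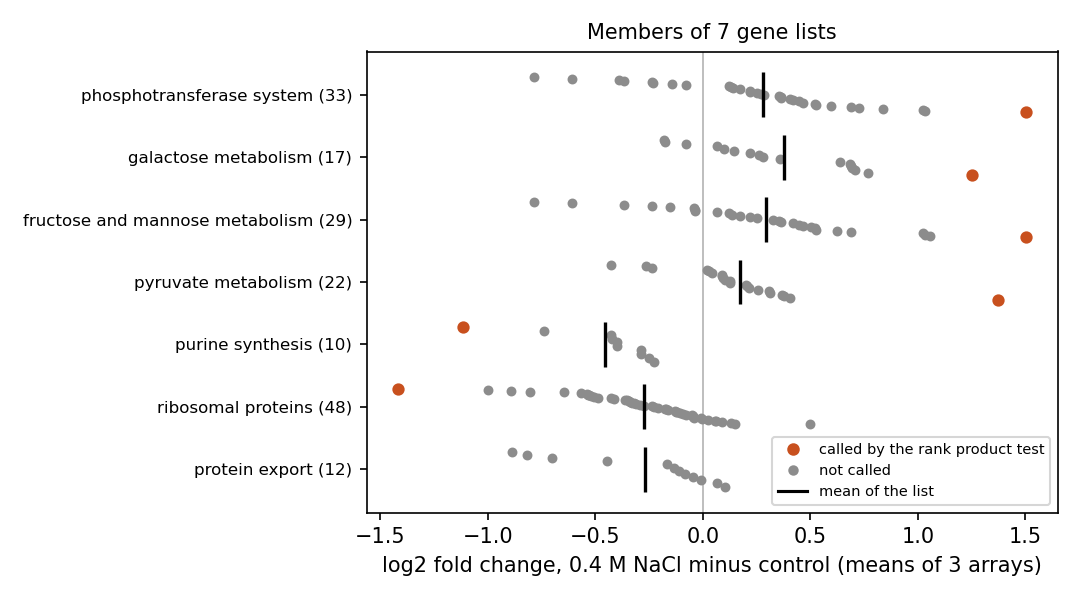
Log2 fold change (0.4 M NaCl minus control) of each member of 7 gene lists, with the number of members in brackets; each point is a gene and each line the mean of its list. The members called by the rank product test are drawn in colour, and all 10 purine synthesis genes lie below 0.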

Based on these findings, we propose that in order to counter the detrimental effects of short-term hyperosmotic challenge, *S. mutans* needs to actively internalize compatible solutes to recover from hyperosmotic stress. In the meantime, the bacterial cells have to up-regulate genes involved in carbohydrates transportation and metabolism, so as to couple the increased demand for ATP consumption. Interestingly, most of these aforementioned carbohydrates metabolism related genes and pathways are also up-regulated during oxygen challenge [13], further suggesting that *S. mutans* has developed sophisticated energy mobilization strategy to counter environmental adversity.

**Figure 4:**
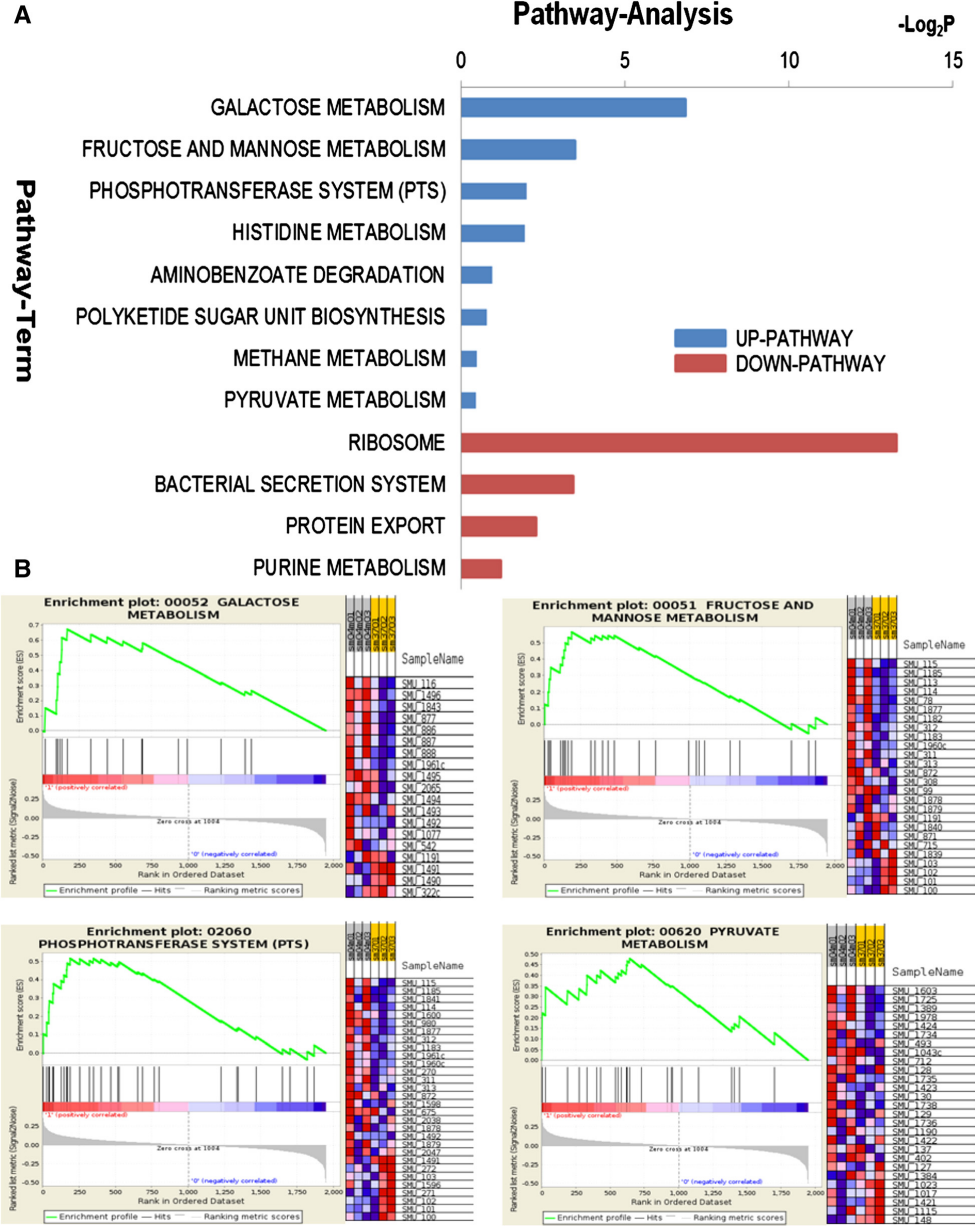
**KEGG pathway analyses for differentially expressed genes. (A)** Significant up- and down-regulated pathways upon hyperosmotic challenge. *P*-value < 0.05 and FDR < 0.25 were used as a threshold. Log_2_P is the logarithm of *P*-value. **(B)** Gene set enrichment analysis (GSEA) of representative up-regulated KEGG pathways under short-term hyperosmotic stress. The four scoring plots represent galactose metabolism (upper left), fructose and mannose metabolism (upper right), phosphotransferase system (lower left) and pyruvate metabolism (lower right) with FDR of 0.010, 0.054, 0.110, and 0.184 respectively. The upper left section of each plot shows the progression of the running enrichment score and the maximum peak therein. The middle left section shows the genes in the pathways as “hits” against the ranked list of genes. The bottom left section shows the histogram for the ranked list of all genes in the expression data set. The right section of each plot shows the expression intensity of genes mapped into each pathway: red (high expression value), blue (low expression value).

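Genes of the ribosome and of purine synthesis were lower as groups by camera with its preset correlation between genes. They did not pass when the correlations were estimated, at 0.137 and 0.733. The estimate for protein export, -0.0273, lay below the preset 0.01, yet that list did not pass with it either. The size of the estimate alone therefore does not account for the lost calls, and their cause was not tested. Of 48 genes of ribosomal proteins, 41 were lower under stress and 7 higher, with a mean log2 fold change of -0.28 (adjusted p = 2.5e-05 from camera, 0.667 with an estimated correlation). The gene of ribosomal protein S20, rpsT (SMU_1127), fell by 1.42 (pfp 0.018), and rplS (SMU_1288) and rplA (SMU_1626) stood at -0.998 and -0.89 and missed the rank product threshold. All 10 genes of purine synthesis were lower, with a mean of -0.46 (adjusted p = 0.0016 from camera, 0.667 with an estimated correlation); purC (SMU_29) fell by 1.12 (pfp 0.076), and SMU_30 stood at -0.74. The median purine gene differed from the control mean by -0.50, -0.09 and -0.62 on stress replicates 1, 2 and 3. On control replicate 1, it differed by -0.22 from the mean of the other controls. Of 12 genes of protein export, 10 were lower and 2 higher, with a mean of -0.27 (adjusted p = 0.044 from camera, 0.667 with an estimated correlation) but a median of -0.12, at percentile 12.6 of random lists matched on signal; secG (SMU_1609c) stood at -0.89 and yajC (SMU_1787c) at -0.82. limma called none of these genes over all genes, and 1 purine and 2 export genes, all lower, when adjusted over the list alone. That adjustment does not correct for the number of lists, which were fixed after the paper's figures and Table 1 had been seen. The enrichment scores were -0.60 for ribosomal proteins (FDR 0.0013), -0.73 for purine synthesis (FDR 0.012) and -0.70 for protein export (FDR 0.0079).

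Within slide 1, which held 1 array of each group, the mean was -0.80 for purine synthesis, -0.12 for ribosomal proteins and -0.20 for protein export. The export shift lost its camera call without the dimmest 25% of genes (0.189), with array weights (0.089), and without control replicate 1 (0.135), stress replicate 1 (0.051) or stress replicate 2 (0.088). Its enrichment score missed the threshold without stress replicate 2 (permutation p = 0.087) and without the dimmest 25% of genes (permutation p = 0.119). Like every rank product call, those of rpsT and purC were lost without control replicate 2 or control replicate 3. The call of rpsT was also lost without stress replicate 2 (pfp 0.132), and that of purC without control replicate 1 (pfp 0.159), stress replicate 1 (pfp 0.212) or stress replicate 3 (pfp 0.145).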

### Hyperosmotic challenge prepares ***S. mutans*** for better fitness under multiple environmental stimuli

As mentioned above, several genes involved in the carbohydrate metabolism of *S. mutans* were up-regulated. *S. mutans* may take full advantage of this increased energy generation to cope with multiple environmental stimuli. Previously study from Burne’s group has shown that two oxidative stress genes, *sodA* and *nox* were induced during hyperosmotic stress, and certain up-regulated gene (*Smu.2115*) upon hyperosmotic challenges was also involved in acid/oxidative stress responses [10]. These findings suggest a potential cross-talking between hyperosmotic stress responses and other environmental responses of *S. mutans*. 

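The lactoylglutathione lyase gene SMU_1603 rose 2.59-fold after 15 min in 0.4 M NaCl (pfp 0.019 in the rank product test), from a log2 signal of 9.33 ± 0.79 (SD, n = 3) in the controls to 10.71 ± 0.52 (SD, n = 3). Its values were 10.96, 10.11 and 11.05 on stress replicates 1, 2 and 3, and control replicate 1, at 10.18, lay among them. The clpB gene SMU_1425 was 2.06-fold higher, at 12.94 ± 0.15 (SD, n = 3) against 11.90 ± 0.67 (SD, n = 3), and every stress array lay above every control array, but its pfp of 0.101 missed the threshold. Of the 14 listed heat shock chaperone and Clp protease genes, 4 were higher, clpB among them, and 10 lower, with clpP (SMU_1672) at -0.49 and hrcA (SMU_80), which encodes a repressor of heat shock genes, at -0.36 on the log2 scale. Neither test called any of the 14 over all genes, and limma called none adjusted over the list alone. Their mean log2 fold change was -0.07 (adjusted p = 0.200 from camera). Of 16 genes of acid tolerance, 13 were higher, the lyase gene alone was called by the rank product test, none was called by limma over all genes or adjusted over the list alone, and the list did not pass the test (mean 0.19, adjusted p = 0.200 from camera); atpD (SMU_1528), a subunit of the proton-translocating ATPase, stood at 0.34.

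limma gave both the lyase gene and clpB an adjusted p of 0.235. Without control replicate 1, clpB was called at a pfp of 0.085, but its log2 fold change went from 1.04 to 0.67 without control replicate 2 (pfp 0.927). The lyase call was lost without control replicate 2 (pfp 0.684), control replicate 3 (pfp 0.263) or stress replicate 1 (pfp 0.118). Within slide 1, the log2 difference was 1.85 for the lyase gene and 0.85 for clpB, and the acid tolerance list passed camera's threshold only without control replicate 1 and stress replicate 2 together, a setting chosen after seeing the data (adjusted p = 0.045).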

In the current study, we found that Lactoylglutathione lyase (*lgl, smu1603*), and *ClpB* (*smu1425*) were significantly induced during hyperosmotic stress (Table 1 and Figure 3). *lgl* has been shown to play an essential role in the acid tolerance response of *S. mutans* by detoxifying cytotoxic metabolite methyglyoxal in the cytoplasm [21]. Therefore, up-regulation of *lgl* under hyperosmotic conditions may enhance the aciduricity of *S. mutans. ClpB* encodes a chaperone subunit with two ATP-binding domains involved in heat shock response [9]. Previous study from Burne’s group has also shown a significant up-regulation of *ClpB* in *S. mutans* during oxygen challenge [13]. The up-regulation of *ClpB* upon hyperosmotic challenge may assist unfolding the denatured protein amassed during environment stimuli, thus promoting the fitness of *S. mutans* under other detrimental conditions such as oxidative and heat stresses.

On the other hand, it has been demonstrated that dispersal cells from bacterial biofilm can colonize different and/or more niches than the bacteria that initiated the original biofilm, leading to better fitness of those bacteria in the environment [22]. The induced dispersal of *S. mutans* biofilm under hyperosmotic stress may to an extent enhance the colonizing capacity of *S. mutans* cells, leading to a potential “niche expansion”, and thus benefit its fitness under the fluctuating environment within the oral cavity.

## Conclusion

Taken together, this study has investigated phenotypic and transcriptional effects of hyperosmotic stress on *S. mutans,* and revealed genes and pathways essential for the hyperosmotic tolerance in this caries associated bacterium. We believe that although hyperosmotic challenge may induce significant stress response on bacteria, *S. mutans* has evolved sophisticated molecular machineries to counter those elicited detrimental effects. Additionally, *S. mutans* can mobilize genes and pathways to take full advantage of these environmental stimuli to better fit the fluctuating environments within the oral cavity, and thus emerge as the numeric-predominant bacteria under cariogenic conditions such as frequent sugar uptake.

## Methods

### Bacteria strains and culture conditions

*Streptococcus mutans* UA159 was commercially obtained from the American Type Culture Collection (ATCC). Bacteria were grown in brain heart infusion broth (BHI; Difco, Sparks, MD, USA) at 37°C in a 5% CO_2_ atmosphere until the cells reached the mid-logarithmic phase (OD_600nm_ = 0.5). To determine the sub-inhibitory level of hyperosmotic challenge, bacteria were grown in BHI supplemented with 0.05, 0.1, 0.2, 0.4, 0.5, 0.6, 0.8, 1.0 M of sodium chloride respectively. For *in vitro* biofilm establishment, bacterial cells were grown in BHI supplemented with 1% sucrose (wt/vol).

### Bacteria susceptibility assays

The sub-inhibitory concentration of sodium chloride was determined by a microdilution method as described previously [23]. Growth curves of *S. mutans* UA159 were further constructed by monitoring the optical density (OD_600nm_) of the cultures for 24 h using a Bioscreen C analyzer (Oy Growth Curves AB Ltd., Finland) [24]. The formation of *S. mutans* biofilm under increasing concentrations of NaCl was quantified in a 96-well microtiter plate as described previously [25]. Briefly, *S. mutans* UA159 (1 × 10^6^ CFU/ml) was grown in BHI supplemented with 1% (wt/vol) sucrose and NaCl (0.05 M to 1.0 M) at 37°C for 24 h. The culture supernatant from each well was then decanted, and the adherent biofilm was washed three times with PBS, fixed with methanol for 15 min, and stained with 0.1% (wt/vol) crystal violet (Sigma-Aldrich Corp., St. Louis, MO, USA) for 5 min. Subsequently, the wells were rinsed with deionized water until the blank wells appeared colorless; 200 μl of 95% ethanol was added. The plates were shaken at room temperature for 30 min, and the absorbance at 595 nm was recorded. The short-term effect of hyperosmotic challenge on the pre-established biofilm was also determined by quantification of the biomass of 24 h *S. mutans* biofilm after exposure to 0.4 M NaCl for 15 min using the same method as described above. All the experiments were performed in three-replicates and the average was calculated.

### Biofilm viability assays

24 h pre-established *S. mutans* biofilms were treated with 0.4 M NaCl for 15 min, gently harvested with a cell scraper, and suspended in PBS to an OD_600nm_ of 1.0. The bacterial cells suspension was then serially diluted and plated in triplicate on BHI agar plates. After 48 hours incubation at 37°C (5% CO_2_), colony forming unit (CFU) of biofilms was enumerated.

The treated biofilms were also stained with a two-color fluorescence assay kit (LIVE/DEAD BacLight-Bacterial Viability Kit 7012, Invitrogen, Molecular Probes, Inc., Eugene, OR, USA) according to the manufacturer’s instructions. The biofilms images were captured using a Leica TCS SP2 confocal laser scanning microscope (Leica, Germany), and the percentage of viable cells was calculated by Image Pro-Plus 6.0 (Media Cybernetics Inc., Bethesda, MD, USA).

### Microbial biofilm configuration

Scanning electron microscopy (SEM) was performed as described previously [26] to investigate the configuration of *S. mutans* biofilm under hyperosmotic condition. *S. mutans* biofilms were either established on glass slides in the presence of 0.4 M of NaCl for 24 h, or pre-established 24 h biofilm on glass slides and then treated with 0.4 M of NaCl for 15 min. Biofilm samples were gently washed two times with sterile PBS to remove planktonic cells and fixed with 2.5% glutaraldehyde at 4°C overnight. The samples then were dehydrated in a graded series of ethanol (50%, 60%, 70%, 80%, 90%, 95% and 100%), dried in a freeze dryer, gold coated and observed under a SEM (FEI, Hillsboro, OR, USA).

The biofilm samples were also double-labeled by the method as described by Koo et al. [27,28]. In brief, the extracellular polysaccharides matrix of *S. mutans* biofilm was labeled by incorporating 2.5 μmol l^-1^ of Alexa Fluor 647-labelled dextran conjugate (10000 MW; absorbance/fluorescence emission maxima of 650/668 nm; Molecular Probes Inc., Eugene, OR, USA) into the newly formed glucan. The bacterial cells in biofilms were labeled by means of SYTO 9 green fluorescent nucleic acid stain (2.5 μmol 1^-1^, 480/500 nm; Molecular Probes Inc.). The biofilm images were captured using a Leica TCS SP2 confocal laser scanning microscope (Leica, Germany). The confocal image stacks were analyzed by the image-processing software COMSTAT as described previously [29]. The three-dimensional architecture of the biofilms was visualized using AmiraTM5.0.2 (Mercury Computer Systems, Chelmsford, MS, USA).

### RNA isolation

Mid-logarithmic phase cells of *S. mutans* (OD_600nm_ = 0.5) were incubated with 0.4 M of NaCl at 37°C for 15 min. Cells were collected and then treated with RNAprotect reagent (Qiagen, Valencia, CA, USA) immediately. Total RNA was extracted using RNeasy Mini kits (Qiagen) as described previously [30]. Rnase-Free DNase Set (Qiagen) was used to remove genome DNA. A Nanodrop ND 1000 spectrophotometer (Thermo Fisher Scientific, Pittsburgh, PA, USA) was used to determine total RNA concentrations, and an Agilent 2100 Bioanalyser (Agilent Technologies, Santa Clara CA, USA) was used to evaluate the RNA quality (see Additional file 2 for RNA quality control). The isolated RNA was stored at −80°C before use.

### Microarray procedures

*Streptococcus mutans* UA159 (NC004350) NimbleGen Genechip (4*72 K) whole-genome array was employed for transcriptional profiling in this study. The oligoarrays included 1949 *S. mutans* UA159 open reading frames with twelve 24-mer probe pairs (PM/MM) per gene, and each probe was replicated 3 times. The design also included random GC and other control probes. Array images were scanned by Gene Pix® 4000B Microarray Scanner (Axon Instruments, Union City, CA, USA). Raw data were normalized using RMA algorithm by Roche NimbleScan software version 2.6. We used the average value of each replicate probe as the signal intensity for the corresponding gene, and all the values were log_2_ transformed for further analysis. The normalized data with annotation information was processed by combining several different R/Bioconductor packages. We conducted a non-parametric statistical method contained in the RanProd package to detect the differentially expressed genes (DEG) [31]. With 100,000 permutation test, genes having a minimum 2-fold change with the false discovery rate (FDR) smaller than 0.1 were considered as DEG, indicating a significant up- or down-regulation under hyperosmotic stress. For the pathway analysis, we firstly constructed the whole *S. mutans* UA159 pathway database based on the KEGG Pathway. Then gene set enrichment analysis (GSEA) was used to determine the pathways that changed significantly in response to hyperosmotic stress [32,33].

The microarray results were further validated by quantitative RT-PCR for selected genes (see Additional file 3 for detailed primer sequences for qPCR). Quantitative RT-PCR assays were performed using a SYBR Green reverse transcription-PCR kit (TaKaRa, Dalian, China) according to the manufacturer’s instructions.

### Statistical analysis

We used Student’s *T*-test to compare the non-treated control groups with treatment groups. All statistical procedures were conducted by R software [34]. Data were considered significantly different if the two-tailed *P*-value was < 0.05.

### Microarray data accession

All the microarray raw data have been submitted to the NCBI Gene Expression Omnibus database under the accession number GSE47170 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47170).

## Competing interests

The authors declare that they have no competing interest.

## Authors’ contributions

CL performed the majority of the experiments, analyzed the data and drafted the manuscript. YN analyzed the DNA microarray data. KZ, CL, ML, YL and RW participated in its design and coordination and helped to draft the manuscript. YY and XZ provided suggestions for the project and critically reviewed the manuscript. XX supervised the project and wrote most of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Heat map of different expressed genes of *Streptococcus mutans *UA159 in response to short-term hyperosmotic stress.** Transcript enrichment is encoded in the heat map from low (blue) to high (red). Transcripts that show similar expression patterns are clustered together, as indicated on the top of the heat map. Gene IDs and their associated gene annotations are shown on the right of the heat map. Click here for file

Additional file 2 **Quality control of RNA samples by Agilent 2100 Bioanalyzer.** (A) Electrophoresis files, and (B) The electropherogram of the sample well window for total RNA. The RNA Integrity Number (RIN) of all samples was > 7.0. Click here for file

Additional file 3 Oligonucleotide primers used in quantitative RT-PCR. Click here for file

# Supplementary material for: Hyperosmotic response of streptococcus mutans: from microscopic physiology to transcriptomic profile
**Source:** BMC Microbiol. 2013 Dec 1;13:275. doi: 10.1186/1471-2180-13-275

**Additional file 1: Heat map of different expressed genes of *Streptococcus mutans* UA159 in response to short-term hyperosmotic stress.** Transcript enrichment is encoded in the heat map from low (blue) to high (red). Transcripts that show similar expression patterns are clustered together, as indicated on the top of the heat map. Gene IDs and their associated gene annotations are shown on the right of the heat map.

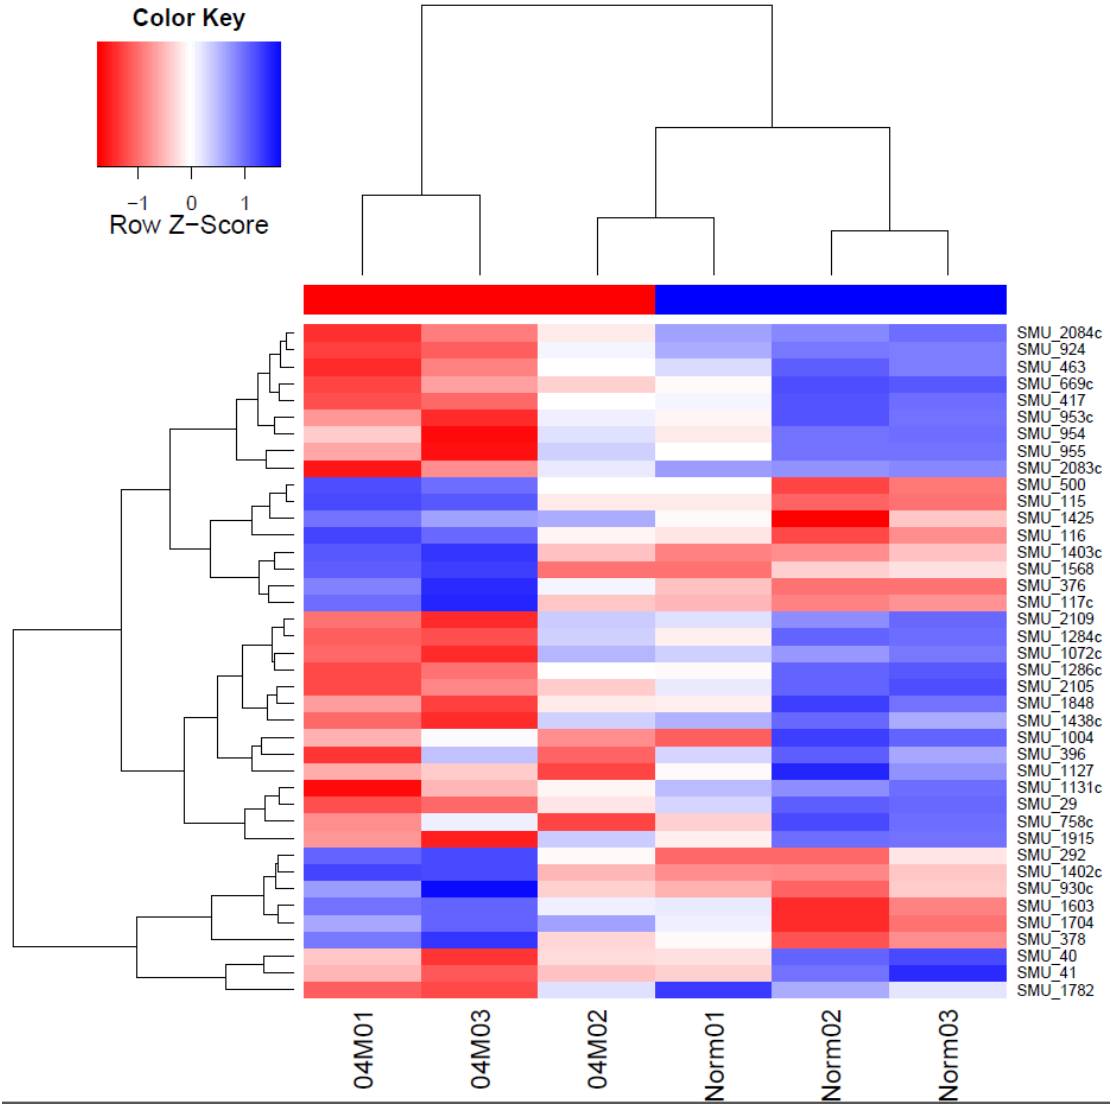

**Supplement:** Additional file 1 — Heat map of different expressed genes of Streptococcus mutans UA159 in response to short-term hyperosmotic stress. Transcript enrichment is encoded in the heat map from low (blue) to high (red). Transcripts that show similar expression patterns are clustered together, as indicated on the top of the heat map. Gene IDs and their associated gene annotations are shown on the right of the heat map.

# Supplementary material for: Hyperosmotic response of streptococcus mutans: from microscopic physiology to transcriptomic profile
**Source:** BMC Microbiol. 2013 Dec 1;13:275. doi: 10.1186/1471-2180-13-275

Additional file 2: Quality control of RNA samples by Agilent 2100

Bioanalyzer. (A) Electrophoresis files, and (B) The electropherogram of the sample well window for total RNA. The RNA Integrity Number (RIN) of all samples was > 7.0 .

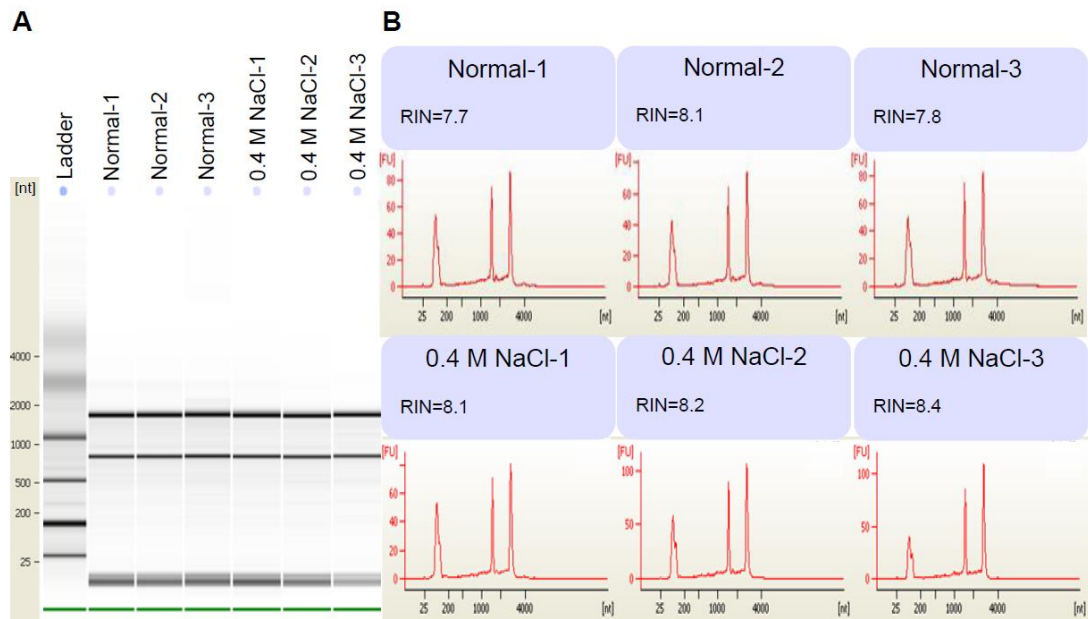

**Supplement:** Additional file 2 — Quality control of RNA samples by Agilent 2100 Bioanalyzer. (A) Electrophoresis files, and (B) The electropherogram of the sample well window for total RNA. The RNA Integrity Number (RIN) of all samples was > 7.0.

# Supplementary material for: Hyperosmotic response of streptococcus mutans: from microscopic physiology to transcriptomic profile
**Source:** BMC Microbiol. 2013 Dec 1;13:275. doi: 10.1186/1471-2180-13-275
**Supplement:** Additional file 3 — Oligonucleotide primers used in quantitative RT-PCR.

Oligonucleotide primers used in quantitative RT-PCR

Primers	Nucleotide sequence (5'-3')
<i>SMU_117C_F</i>	CTTTATTGACTTTATGGTTCGGTGC
<i>SMU_117C_R</i>	GCATTAAGCCTAGAACGAGCATTG
<i>SMU_115_F</i>	AAGGTACTACAGGCATGATGGAAGG
<i>SMU_115_R</i>	TGTTGTCCCTGCTTCCTTTTCA
<i>SMU_1425_F</i>	TGGCATTCAAAACCCTAAACG
<i>SMU_1425_R</i>	TTCAGACATATCGAGACGCACC
<i>SMU_378_F</i>	TTTACAGCAGGAGTCGCAGTTG
<i>SMU_378_R</i>	TCAAACATCAACTCTTTTTCCATCTT
<i>SMU_500_F</i>	TTGAAGTCACTATTCCTCTTGCTCC
<i>SMU_500_R</i>	CGCTGGTTTCTTTTCACGATG
<i>SMU_1915_F</i>	ATGAATTAGAGATTATCATTGGCGG
<i>SMU_1915_R</i>	CCCAAAGCTTGTGTAAACTTCTGT
<i>SMU_1004_F</i>	GCCATCAAAGCGTTACACAGC
<i>SMU_1004_R</i>	CACGGGTTGCTGTTACCACTT
<i>SMU_669C_F</i>	CATGCAATGCAAAATGAC
<i>SMU_669C_R</i>	GCTGAAACCCTGAGAAGA
<i>SMU_16S rRNA_F</i>	AGCGTTGTCCGGATTTATTG
<i>SMU_16S rRNA_R</i>	CTACGCATTTACCGCTACA

How the deposited data were processed for this re-analysis (not part of the article)

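The series holds 6 arrays of S. mutans UA159, 3 of control samples and 3 of samples exposed to 0.4 M NaCl for 15 min, each sample on an array of its own. The array carries probes for 1949 genes. The authors scanned the arrays, normalized the raw signals with the RMA algorithm in NimbleScan version 2.6, which corrects the background, sets the distributions of the arrays equal and summarises the probes of a gene, and deposited 1 log2 value per gene and array. The value table of the series holds the same deposited log2 values as the array files, with a largest difference of 0, so it gives no further setting. The raw probe signals are not among the files, so the background correction and the first normalization could not be repeated. Arrays have no read depth; the median gene lay at least 8.20 above the random GC control on the log2 scale, at most 2 genes on an array lay within 1 log2 unit of it, and the number of arrays limits the precision. Of the 1949 locus tags, 1838 were found in a table of the reference genome ASM746v2, which was used for gene symbols alone, together with the annotations of the paper's Table 1. The genome version behind the array is not given in full, so no coordinates are printed.

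The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the deposited log2 values, two-sided, Benjamini-Hochberg adjustment over all genes, threshold 0.05). The rank product test follows its published definition and was written anew in Python 3.11.15 with numba 0.67.0, because the package that the paper names was not available. It used the 9 pairwise comparisons of stress and control arrays and 100000 permutations of the values within each array (10000 for alternatives and 2000 for other splits of the arrays). A gene was called when its group means differed at least 2-fold and its pfp, the share of false positives expected among the genes ranked as high, was under 0.1. The fold change is the difference of mean log2 values. It was set beside the paper's Table 1 together with the ratio of linear means and the median of the pairwise differences, and was kept as planned. camera tested 26 of the 27 gene lists (those with at least 5 genes) with a preset correlation of 0.01 between genes and, as alternatives, with an estimated correlation; fry tested the same lists for a change of their genes regardless of other genes. The weighted running-sum enrichment score used the signal-to-noise ratio of each gene, with a floor on each SD of 0.2 times the mean, and 10000 random gene sets of the same size, with Benjamini-Hochberg adjustment over 7 lists. The thresholds for a pathway (p under 0.05 and FDR under 0.25) come from the legend of Fig. 4 and were settled after the main scores had been seen. Other tables were made with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the figures with matplotlib 3.10.9. KEGG memberships were not used; the lists come from general knowledge of gene function in S. mutans and cover the phosphotransferase system, galactose, fructose and mannose, and pyruvate metabolism, glycolysis, the lactose and tagatose 6-phosphate operon, the multiple sugar metabolism operon, maltodextrin and glycogen metabolism, ribosomal proteins, aminoacyl-tRNA synthetases, protein export, purine, histidine, arginine, branched-chain amino acid and fatty acid synthesis, heat shock chaperones and Clp proteases, oxidative stress and thiol redox, acid tolerance, competence signalling and mutacins, competence DNA uptake, glucan synthesis, adhesion and biofilm, compatible solute and potassium transport, CRISPR-associated genes and the genomic islands TnSmu1 and TnSmu2. They were fixed before the data were examined and after the paper's figures and Table 1, which come from these same arrays, had been seen. Those defined by product names were written out as symbols and locus tags from the annotation alone before any comparison, because the reference table holds no product names.

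Genes are named by a rule fixed before the data were examined: the 10 largest increases and the 10 largest decreases among genes past limma's threshold without overlap between the groups, filled from the rank product calls by fold change where fewer pass; every gene the paper names in its text, Table 1 or Fig. 3, whose Table 1 values had been seen; up to 4 members of each list with the largest absolute log2 fold change; and the neighbours of gtfB, comC and SMU_115 in locus tag order, up to the next gene but 1 on each side. No gene passed limma's threshold, so the first part was filled from the rank product calls.

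The alternatives were quantile normalization of the deposited values again, median centring, leaving out the dimmest 25% of genes, a pseudocount of 16 on the linear scale, each array left out in turn, the replicate number as a block, array weights, a mean trend with robust variances, the methods' t-test, the rank sum, other thresholds, an estimated correlation and fry for the lists, random lists matched on signal in 20 bins, and other rankings for the enrichment score. Slide as a block, leaving out control replicate 1 and stress replicate 2 together, the similarity of the arrays under other processing and the ratio of linear means as the fold change were added after the data were examined. With slide as a fixed block, the difference between the groups rests on slide 1 alone, the only slide with both. It compares 1 array of each group, so a camera p-value from it rests on the spread over genes, and only the means within slide 1 are given for the lists. Groups of 3 arrays were not tested for outliers. Differences between conditions in the quantitative RT-PCR and biofilm experiments were not computed, since their data are not in the series.

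The methods were tested on simulated arrays for the comparison of stress against control with 3 arrays each, drawn for the 1949 genes from their means and spread with independent errors. Of 100 genes changed 2-fold, limma recovered 73 and the rank product test 17; of 100 changed 4-fold, they recovered 94 and 98. A rank product call also needs an observed change of at least 2-fold, and limma has no such limit. Genes simulated at just 2-fold had a median log2 change of 0.96, so many missed that limit whatever their pfp. The counts of 73 and 17 therefore do not compare the power of the tests. Of 1684 unchanged genes, limma called 4 and the rank product test 6. camera and the enrichment score each called both of the 2 shifted lists, and camera called 1 further list, the lactose and tagatose operon, whose genes lie within a shifted list.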

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

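The tests of why control replicate 1 and stress replicate 2 resembled each other, and the counts over other splits of the arrays for genes and gene lists, were chosen after the results were seen. The count of splits for pathways was planned before, but its thresholds were settled after the main scores had been seen.

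Genes outside those the paper reports also fell in the rank product test. SMU_427 (copZ), which encodes a copper chaperone, had a log2 fold change of -1.17 (standard error 0.37, adjusted p = 0.235 from limma, pfp 0.0795) and -2.40 within slide 1, and SMU_14 (hpt), which encodes a purine salvage enzyme, -1.16 (standard error 0.28, adjusted p = 0.235 from limma, pfp 0.0728) and -1.45 within slide 1. For both, every stress array lay below every control array. They were picked out after their values were seen, and with 1 array left out both calls stood only without stress replicate 2 (pfp 0.0344 and 0.0361); the pfp of SMU_427 was 0.131 without control replicate 1, 0.370 and 0.580 without control replicates 2 and 3, and 0.149 and 0.364 without stress replicates 1 and 3, and that of SMU_14 was 0.171, 0.545, 0.467, 0.218 and 0.150.

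With its preset correlation, camera also called lists that the paper does not discuss as groups, but none of them with an estimated correlation. All 8 histidine synthesis genes were higher, and the list rose by a mean of 0.37 on the log2 scale (adjusted p = 0.0056 from camera, 0.667 with an estimated correlation), with a mean of 0.11 within slide 1 and no call without stress replicate 1 (mean 0.20, adjusted p = 0.0514). The oxidative stress and thiol redox list fell, with 11 of 17 genes lower, 4 of them rank product calls, and a mean of -0.40 (adjusted p = 0.0103 from camera, 0.667 with an estimated correlation), or -0.57 within slide 1. When adjusted over the list alone, limma called 5 of its genes, all lower. The 4 rank product calls, with log2 fold changes from -1.52 to -1.15, are genes of Table 1, which had been seen when the list was fixed. The shift and these calls are therefore no independent support for a change of the list. The list of competence genes for DNA uptake fell, with 12 of 16 genes lower and a mean of -0.44 (adjusted p = 0.0068 from camera, 0.667 with an estimated correlation), or -0.83 within slide 1. Its call was lost without control replicate 3 (adjusted p = 0.0538 from camera) and without stress replicate 1 (mean -0.29, adjusted p = 0.0600), and its mean was -0.68 without stress replicate 2 (adjusted p = 5.36e-04). The median member differed from the control mean by 0.06 on stress replicate 2, against -1.03 and -0.94 on stress replicates 1 and 3. From the mean of the other controls, it differed by -0.60, 0.25 and 0.38 on control replicates 1, 2 and 3. All 9 CRISPR-associated genes were higher, and the list rose by a mean of 0.56 (adjusted p = 0.0025 from camera, 0.667 with an estimated correlation), or 0.71 within slide 1, with rank product calls for csn2 (SMU_1402c) at 1.36 and cas2 (SMU_1403c) at 1.11, both genes of Table 1. With 1 array left out, both of these calls stood only without stress replicate 2. Otherwise the pfp was 0.154 or higher for csn2 and 0.251 or higher for cas2. For csn2, stress replicate 2 at 9.59 lay below control replicate 3 at 9.65. limma called no histidine, DNA uptake or CRISPR-associated gene when adjusted over the list alone.

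Control replicate 1 and stress replicate 2 were more alike than either was to the arrays of its own group. A swap of these samples between the groups is argued against by the mean r of control replicate 1, which was lower by 0.0250 with stress replicates 1 and 3 than with control replicates 2 and 3 (difference -0.0250). For stress replicate 2, however, r was 0.966 and 0.969 with control replicates 2 and 3, against 0.954 and 0.937 with stress replicates 1 and 3, as a swap would give. A shared slide is argued against by their lying on different slides, with 0 of the same-slide pairs at a higher r. On a scale from the mean of control replicates 2 and 3 (0) to that of stress replicates 1 and 3 (1), over the 485 genes that limma called without both arrays, stress replicate 2 had a median position of 0.349 and control replicate 1 of 0.319; over all genes, between the means of all other control and all other stress arrays, the positions were 0.213 and 0.547. A candidate explanation is that both arrays carried a like part of the stress response, but this leaves out what they share apart from it: on the second principal component they stood at -9.97 and -8.29, outside the other controls (6.55 or higher) and the other stress arrays (1.83 and 2.67). The median compatible solute gene of control replicate 1 also lay 0.43 above the mean of the other controls, opposite to stress replicates 1 and 3. A wrong label of stress replicate 2 alone, or of a sample from outside the series, was not tested and stays open; the quantitative RT-PCR averages that the paper reports in the direction of the arrays (Fig. 3) are over groups and test no single array.

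The 6 arrays can be parted into groups of 3 in 10 ways, too few for a share under 0.05. The real grouping gave 350 genes with an unadjusted limma p under 0.05 against at most 279 in the others (1 of 10 groupings as large, itself included), 40 rank product calls at 2000 permutations against at most 35 (1 of 10), 12 lists called by camera against at most 13 (2 of 10), and 6 pathways past the enrichment thresholds against at most 6 (2 of 10). The grouping that exchanges control replicate 1 and stress replicate 2 gave the highest other values for genes (279), rank product calls (35) and lists (13).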

How the results depend on the processing

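Slide as a block and leaving out control replicate 1 and stress replicate 2 together were chosen after the data were seen; the other settings were planned. limma called 0 genes as reported and 0 under quantile normalization, median centring, the filter on dim genes, the pseudocount, trend and robust variances and either slide block, but 615 with array weights and 485 without both arrays, and from 0 to 309 with 1 array left out. The methods' t-test gave 9.85% of the genes at an unadjusted p under 0.05 against 18.0% with limma. The rank product test called 38 genes, and 17 by rank sum, 21 at a pfp under 0.05, 0 under the limma thresholds of an adjusted p under 0.1 and 2-fold, and from 0 to 78 with 1 array left out. camera called 12 lists, 0 with an estimated correlation and 0 with either form of fry. With replicate numbers as pairs (a block), limma called 0 genes, the rank product test 46 and camera 13 lists; deviations of same-numbered arrays correlated at -0.17, 0.02 and 0.05, so the numbers are not read as pairs. The cause of these changes was not tested, and settings that left arrays out also differ in the number of arrays.

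Reversed signs were found for means that had not passed camera: glycolysis (-0.0059 after median centring, -0.0520 with slide as a random block, from -0.103 to 0.111 with 1 array left out), maltodextrin and glycogen metabolism (-0.0692 to 0.227 with 1 array left out), aminoacyl-tRNA synthetases (-0.0178 to 0.151), arginine synthesis (-0.0472 with array weights, -0.173 without both arrays, -0.316 with slide as a fixed block, -0.109 to 0.127 with 1 array left out), branched-chain amino acid synthesis (0.0159 without both arrays, 0.157 with slide as a fixed block, -0.138 to 0.0759 with 1 array left out), TnSmu1 (-0.337 to 0.0032 with 1 array left out) and TnSmu2 (-0.0311 without dim genes). The log2 fold change of gtfC (SMU_1005) ran from -0.32 to 0.0335 and that of SMU_1914c from -0.0780 to 0.223 with 1 array left out. The cause was not tested. Over 26 lists, 315 of 389 values kept their direction and side of the threshold, 38 lost the threshold, 15 gained it and 21 reversed; for 7 pathways, 84 of 91 did, 5 lost it and 2 gained it. The median gene lay at least 8.20 above the random control on the log2 scale. At most 2 genes on an array lay within 1 log2 unit of it, so few genes were near the background. The rank product calls did depend on the dimmer genes: leaving these out gave 34 calls, of which 21 were shared with the 38 reported. The genes left out, comC among them, could not be called in this setting.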

Differences from the paper's values

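The ratio of linear means and the median of pairwise differences were set beside Table 1 after the values were seen; the other settings named here were set before the data were examined. Values of pfp or FDR are said to differ where one is more than 1.5 times the other, and not to differ within that limit. In these comparisons 40 of 40 genes of Table 1 had the same direction, with a median ratio of 1.01 between the fold changes (largest 1.10), and 35 of 40 pfp values lay within 1.5 times of each other.

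The paper's pfp of SMU_117c is 0.0066 against 0.0140 here, and the values were within that limit without the dimmest 25% of genes or with the replicate block. For SMU_115 the paper's is 0.0153 against 0.0087, and they were within it after quantile normalization or without control replicate 1. For SMU_669c it is 0.0156 against 0.0241, and they were within it after quantile normalization, without the dimmest 25% of genes or with the replicate block. For SMU_40 it is 0.0263 against 0.0132, and they were within it after quantile normalization or with the replicate block. For SMU_924 it is 0.0492 against 0.0749, and they were within it without the dimmest 25% of genes or by rank sum. The paper's FDR is 0.010 for galactose metabolism against 0.0022 here and 0.054 for fructose and mannose metabolism against 0.0071, and these differed under every alternative run. For the phosphotransferase system it is 0.110 against 0.0079, which was within it without stress replicate 1. For each value, the other alternatives run left the difference. The paper's FDR comes from its GSEA on KEGG pathways, while the FDR here is a Benjamini-Hochberg value over 7 lists that were not taken from KEGG. These are unlike measures, so neither a small nor a large gap between them is read as a result.

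The paper reports 40 changed genes; 38 were called here at its stated thresholds, 36 of them in Table 1. By the printed values, 36 of the 40 genes in Table 1 pass both stated thresholds and 4 do not: gtfB and SMU_396 are under 2-fold, and SMU_930c and SMU_1403c have a pfp over 0.1. The paper counts clpB (SMU_1425) as up-regulated from its arrays and its quantitative RT-PCR (Fig. 3), whose data are not in the series. On the arrays here its pfp was 0.101, and it was called without the dimmest 25% of genes, with the replicate block and without control replicate 1. SMU_1704 stood at 1.99-fold with a pfp of 0.104, and was called without control replicate 1. SMU_396 stood at a ratio of 0.523 with a pfp of 0.0795, and was called without stress replicate 3, without a 2-fold minimum, and, at the cost of 3 other genes of Table 1, with the median of pairwise differences as fold change, chosen after seeing the values. The paper counts gtfB (SMU_1004) as down-regulated, likewise from its arrays and its quantitative RT-PCR (Fig. 3). On the arrays here its ratio was 0.536 with a pfp of 0.118, and it was called without control replicate 1 and without stress replicate 3. With the ratio of linear means as fold change, gtfB stood at 0.433 and was not called, and 4 genes of Table 1 were dropped as before. The called genes copZ (SMU_427) and hpt (SMU_14) are not in Table 1. The paper states that pyruvate metabolism was significantly up-regulated. Its permutation p here was 0.186, and it passed without stress replicate 2 (permutation p = 0.0402) and with an unweighted running sum (permutation p = 0.0048). Its FDR was within 1.5 times of the paper's, but the measures are unlike.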

Other observations

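The test of neighbouring genes and slide as a block were chosen after the results were seen.

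Further gene lists did not pass camera. Of 12 glycolysis genes, 8 were higher and 4 lower (mean log2 fold change 0.0011, adjusted p = 0.961). The lactose and tagatose 6-phosphate operon had 5 of 7 genes higher (mean 0.22, adjusted p = 0.123), though its median of 0.26 lay at percentile 99.8 of random lists matched on signal. Maltodextrin and glycogen genes were split 6 and 6, with a mean of 0.06 but a median of -0.04 (adjusted p = 0.621). Aminoacyl-tRNA synthetase genes were higher for 12 of 20 (mean 0.05, adjusted p = 0.805), and fatty acid synthesis genes for 8 of 13 (mean 0.05, adjusted p = 0.745). Of 6 arginine synthesis genes, 5 were lower and 1 was higher, SMU_376, an aminotransferase gene that rose by 1.11 on the log2 scale (pfp 0.0769); the mean was 0.01, the median -0.24 and the adjusted p 0.931. Branched-chain amino acid genes were split 3 and 3 (mean -0.04, adjusted p = 0.805). The listed potassium transport gene, alone in its list and not tested as a group, stood at 0.05.

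The genomic islands depended on single arrays. TnSmu1 had 24 of 34 genes lower (mean -0.13, adjusted p = 0.131 from camera), with a mean of -0.65 within slide 1. camera called it without control replicate 1 (8.33e-04) and without stress replicate 1 (0.0035), and its mean was -0.05 and -0.01 without control replicates 2 and 3 and 0.0032 without stress replicate 3 (0.994). TnSmu2 had 20 of 28 genes higher (mean 0.22, median 0.08 at percentile 71.8 of random lists matched on signal, adjusted p = 0.0702 from camera), with a mean of 0.18 within slide 1, and was called without stress replicate 2 (0.0240) and without stress replicate 3 (0.0096), but had a mean of 0.07 without stress replicate 1 (0.569).

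Genes called by the rank product test lay next to each other in locus tag order. Of the 38, 16 formed 7 runs of neighbours called in the same direction: SMU_115 to SMU_117c, SMU_376 to SMU_378 and SMU_1402c to SMU_1403c were higher, and SMU_40 to SMU_41, SMU_953c to SMU_955, SMU_1284c to SMU_1286c and SMU_2083c to SMU_2084c were lower. These runs hold 9 neighbouring pairs, against a mean of 0.40 and a maximum of 5 in 10000 random sets of as many genes (permutation test, p = 1e-04, the smallest they can give). The called genes are grouped along the chromosome, and shared transcripts may account for the 9 pairs; no operon map was used, so this remains a hypothesis.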
